# Transcriptomic analysis reveals sex-specific differences in the expression of *Dcl1* and *Fis1* genes in the radio-adaptive response of thymocytes to TRP53-mediated apoptosis

**DOI:** 10.1186/s12864-016-3036-0

**Published:** 2016-08-31

**Authors:** Pilar López-Nieva, Manuel Malavé, Laura González-Sánchez, José Fernández-Piqueras, Pablo Fernández-Navarro, Javier Santos

**Keywords:** Radio-adaptive response, Thymocyte apoptosis, Caspase-3, cDNA microarrays, *Dlc1*, *Fis1*, Phosphorylation of TRP53 at serine 18 and serine 389, Sex differences

## Abstract

**Background:**

Radio-Adaptive Response (RAR) is a biological defense mechanism whereby exposure to low dose ionizing radiation (IR) mitigates the detrimental effects of high dose irradiation. RAR has been widely observed in vivo using as endpoint less induction of apoptosis. However, sex differences associated with RAR and variations between males and females on global gene expression influenced by RAR have not been still investigated. In addition, the response to radiation-induced apoptosis is associated with phosphorylation of TRP53 at both the serine 15 (ser-18 in the mouse) and serine 392 (ser-389 in mice) residues, but the role of these two phosphorylated forms in male and female RAR remains to be elucidated.

**Results:**

We analyzed the effect of administering priming low dose radiation (0.075 Gy of X-rays) prior to high dose radiation (1.75 Gy of γ-rays) on the level of caspase-3-mediated apoptosis and on global transcriptional expression in thymocytes of male and female mice. Here, we provide the first evidence of a differential sex effect of RAR on the reduction of thymocyte apoptosis with males showing lesser levels of caspase-3-mediated apoptosis than females. Analysis of transcriptomic profiles of 1944 genes involved in apoptosis signaling in radio-adapted thymocytes identified 17 transcripts exhibiting differential expression between both sexes. Among them, *Dlc1* and *Fis1* are closely related to the apoptosis mediated by the TRP53 protein. Our data demonstrate that overexpression of *Dlc1 and Fis1* occur concomitantly with a highest accumulation of phosphoserine-18-TRP53 and caspase-3 in radio-adapted thymocytes of female mice. In an opposite way, both down-modulation of *Fis1* and phosphoserine-389-TRP53 accumulation appear to be associated with protection from thymocyte apoptosis mediated by caspase-3 in males.

**Conclusions:**

Transcriptomic analysis performed in this work reveals for the first time sex-specific differences in gene expression influenced by RAR. Our results also suggest a sex-dependent dual role for phosphoserine-18-TRP53 and phosphoserine-389-TRP53 in the regulation of the radio-adaptive response in mouse thymocytes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3036-0) contains supplementary material, which is available to authorized users.

## Background

The biological effects induced by exposing mammalian cells to ionizing radiation (IR) are closely associated with radiation doses and dose rates. Epidemiological evidence indicates that exposures of 0.2 to 3 Gy increase risk to cancer proportionally to the radiation dose received [1]. However, low dose radiation (<0.1 Gy) may result in a complex scenario of cellular responses that are either protective or supra-lethal according to the dose [2]. Radio-adaptive response (RAR) is a biological defense mechanism whereby a low dose of ionizing radiation (priming dose) protects cells against the detrimental effects of a subsequent higher radiation dose (challenging dose). This protective phenomenon was first demonstrated in vitro by Wolf and colleagues in 1984, who showed that human peripheral blood lymphocytes irradiated with tritiated thymidine had fewer chromosomal aberrations when they were subsequently irradiated with a high dose of X-rays [3]. RAR in human lymphocytes was later analyzed in vitro in a series of studies [reviewed in [4]]. Radioadaptation can be observed by a reduction of certain deleterious genetic effects related to DNA damage such as chromosomal aberrations, micronuclei formation, gene mutations, and DNA single- and double-strand breaks or by accelerated DNA repair [for review, see [5]]. In mammalian cells, induction of RAR requires a priming dose range of 0.01–0.2 Gy using low-LET (Linear Energy Transfer) radiation (X- or γ-rays) [6]. Furthermore, these cells need a time interval of 4–6 hours between the priming and the challenging doses to reach the full induction of radioresistance [7].

In vivo RAR has been investigated by whole-body X-ray exposure of male mice, using induction of apoptosis in splenocytes as the biological endpoint [8–10]. These studies demonstrated that reduction of apoptosis after the conditioning dose of X-rays may also be a hallmark of RAR. Additional investigations showed that less induction of apoptosis is closely associated with enhanced expression of the transformation related TRP53 protein in spleen cells of mice exposed to an acute single treatment with priming low dose irradiation prior to a subsequent high dose irradiation [11]. In contrast, primary cultures of mouse embryonic fibroblasts from *Trp53* knockout mouse were refractory to RAR in terms of decreasing the percentage of apoptotic cells [12]. Altogether, this evidence highlights a requirement of the *Trp53* gene in the induction of RAR.

It is well documented that DNA damage triggers a defensive cellular signaling response mediated by the *Trp53* gene [13]. Activation of human TRP53 protein in response to DNA damage induced by ionizing radiation occur concomitantly with phosphorylation at both the serine 15 and serine 392 (serine 18 and 389 in mouse TRP53) residues [14]. Phosphorylation of the human TRP53 protein at serine 15 (serine 18 in the murine TRP53) is a key event that rapidly occurs in response to radiation-induced DNA damage, thus contributing to its stabilization and functional activation as transcription factor by preventing MDM2 (a regulator of TRP53) from binding and by rendering TRP53 resistant to MDM2 [15]. For its part, modification of the phosphorylation site in TRP53 at serine 392 (homologue site of serine 389 in mouse TRP53) induces activation of site-specific DNA binding and tetramerisation, as prerequisites for its transcriptional activity [16, 17].

Cell type is one of the most important determinants of the *Trp53*-mediated cellular outcome [18], and the *Trp53* gene is required for radiation-induced apoptosis in mouse thymocytes [19]. A significant increase in the apoptosis index in thymocytes appeared after exposure of male mice to high or even low doses of whole-body γ-irradiation 6 h following the end of treatment [20]. In an opposite way, male mice receiving a low dose of 0.075 Gy priming X-irradiation administered 6 h prior to a high dose of 1–2 Gy of X-rays showed a reduction of apoptosis in thymocytes compared to males receiving high dose X-irradiation alone [21]. Still, there are no reports showing gender differences in apoptosis of radio-adapted thymocytes.

Transcriptional profiling is a sensitive way to study the effects of low dose radiation exposure [22, 23]. However, only one study has so far investigated global expression patterns after in vitro exposure to an adaptive regimen of radiation in three human lymphoblastoid cell lines, demonstrating down-modulation of apoptotic genes associated with RAR [24].

In this study we tested three hypotheses: (a) Exposure of thymocytes to acute low dose radiation (priming dose) prior to an acute high dose exposure (challenge dose) induces a differential apoptotic response in male and female mice; (b) sex-specific changes in the transcriptional expression of apoptosis-associated-genes induced by the priming dose occur in radio-adapted thymocytes; and (c) differences in apoptosis associated to RAR between sexes are related with variations in phosphorylation levels of TRP53 at serine 18 and serine 389.

## Methods

To test these hypotheses, several experimental approaches have been performed in thymocytes from male and female C57BL/6J mice (Fig. 1). First, caspase-3 amounts were estimated by Western blot to analyze the effect of administering priming low dose radiation prior to a high dose, as well as exposure to a single low or high dose of radiation, on the level of apoptosis. Second, we investigated by cDNA microarray analysis the transcript profiles of 1944 genes involved in apoptosis signaling (included in the Agilent Mouse Gene Expression G3 8x60K microarray) according to GO-Ontology database under the mentioned experimental conditions. Third, quantitative real-time reverse transcription polymerase chain reaction (RT-PCR) analysis was used to validate significant data from cDNA microarray analysis. Finally, protein amounts of phosphorylated forms of TRP53 at serine 18 and serine 389 were determined by Western blot in response to the adaptive regimen of radiation and after exposure to single low or high dose of radiation.

**Fig. 1:**
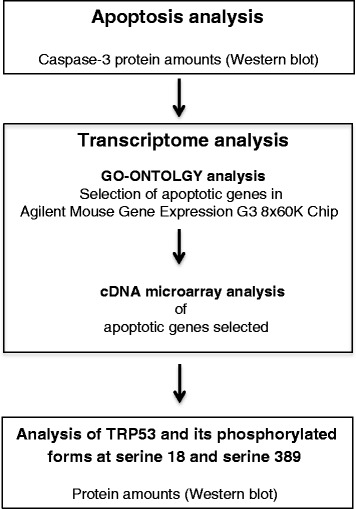
Signal cascade diagram showing working plan to test the proposed hypotheses

### Mice and irradiation

Male and female C57BL/6J mice were purchased from the Charles River Laboratories and kept 1 week in the local animal house for acclimatization. Animal experiments were carried out according to the European Commission Guidelines (Directive 86/609/CEE) on the use of laboratory animals.

Three groups of Irradiated males and females of comparable age (4 to 5 weeks) and weight (21–24 g) were used in this study: group subjected to an adaptive regimen of radiation (RAR group), low dose exposed group and group subjected to high dose exposure. Each experimental group consisted of three individuals. Mice from RAR group were irradiated with a priming dose of 0.075 Gy of X-rays, that it is known to known to induce an effective in vivo radiaodaptive response in mouse thymocytes [21], generated with a Philips MCN 101 X-ray generator operating at 100 kV/15 mA with 1 mm of Be and 3 mm AI added filtration. With an interval of 6 h, that it has been used for radio-adaptive studies with thymocytes [21], these mice were further irradiated with challenging dose of 1.75 Gy of γ-rays that were generated by a ^137^Cs gamma IBL-437C irradiator (CIS bio international, Gif-sur-Yvette, France). Mice from low dose irradiation group were exposed to a single dose of X-rays (0.075 Gy). Mice from high dose irradiation group were treated with 1.75 Gy of γ-rays alone. Control group consisted of non-irradiated mice.

### Thymic cell fractionation

Mouse thymus samples were mechanically dispersed and strained through a Nylon Mesh Cell Strainer of 40 μM (BD Biosciences, San Jose, CA) to isolate the thymocytes.

### Apoptosis analysis

Since pro-caspase 3 is cleaved into the 17–19 kDa and 12 kDa subunits only when cells undergo apoptosis, we used the fragmentation of caspase 3 as indicator of apoptosis induction. Cleaved caspase 3 (17/19 kDa) were determined by Western blotting and assessed by densitometry analysis.

### Transcriptome analysis

cDNA microarray experiments were performed using the Agilent Mouse Gene Expression G3 8x60K chip (Agilent Technologies, Palo Alto, CA). Three independent thymocyte samples for each experimental condition were used in this analysis. Total RNA was extracted by combination of Trizol reagent (Invitrogen, Carlsbad, CA), MaXtract high density extraction column (Qiagen, Hilden, Germany) and purification using the RNeasy Mini kit (Qiagen). Following extraction, total RNA were checked for RNA integrity (Agilent 2100 Bioanalyzer, Agilent Technologies). All samples showed common high quality RNA Integrity Numbers (RIN 9.0–9.6) and RNA was quantified by photometric measurement using a Nanodrop ND-1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA). A pool of amplified RNAs obtained from the Universal Mouse RNA (Stratagene, La Jolla, CA) was used as a reference. Briefly, 100 ng of total RNA was converted to cDNA, followed by in vitro transcription and incorporation of Cy5-dCTP (test) and Cy3-dCTP (reference) into nascent cRNA. After fragmentation, labeled cRNA was hybridized to Agilent SurePrint G3 Mouse GE 8x60K Microarrays for 17 h at 65 °C. Quality control parameters of cRNA labeling and hybridization performance were found within the manufacturers specifications. Arrays were scanned as described by the manufacturer. Signal intensities on 20 bit tiff images were calculated by Feature Extraction software (FE, Vers. 10.7.1.1; Agilent Technologies, Palo Alto, CA). Normalized signal values were then obtained by Cy5/Cy3 ratio computing and logarithmic base 2 transformations with the GeneSpring GX12 software (Agilent). Before statistical analysis, a new quality control was performed to filter out questionable and outlier expression values. Anyone normalized expression value across the samples in each experimental condition that was further away from the average, was ruled out considering it as an outlier.

### GO Ontology analysis

In this study, we analyzed only those genes related with apoptosis included in the mentioned cDNA microarray (see Additional file 1: Table S1). For this purpose, we selected genes that almost one of the GO Ontology identifiers associated in the Agilent microarray annotation data was included in a list of 387 GO-IDs related with apoptosis in the Gene Ontology database of the annotation data package “GO.db” (*GO.db: A set of annotation maps describing the entire Gene Ontology*. R package version 3.1.2. Carlson M. http://bioconductor.org). This list of apoptosis GO-IDs was created from the total number of GO identifiers registered in this database (38027), selecting those GO-Terms-Name (TERM) or GO-Term-Definition (DEF) included the words “apoptosis and/or apoptotic process” (Additional file 2: Table S2).

### Quantitative real-time reverse transcription polymerase chain reaction (RT-PCR) analysis

Total RNA was extracted using Trizol reagent (Invitrogen) according to the manufacturer’s instructions. Extracted RNAs were then quantified using a Nanodrop ND-1000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Reverse transcription was performed using 1 μg of total RNA for cDNA synthesis with the High Capacity RNA-to-cDNA reverse transcription kit (Applied Biosystems, Foster City CA, USA) using random oligonucleotide primers. All the quantitative real-time PCR were carried out in 10 μl volume on ABI 7900HT Real-Time PCR system (Applied Biosystems, Carlsbad, CA) into 384-well plates using GoTaq qPCR Master Mix (Promega, Madison, WI). Amplicons were designed to span intron-exon boundaries. Primer efficiencies were calculated prior to experimental use and amplification efficiencies were greater than 90 % for all primer sets. Amplifications using specific primers (Additional file 3: Table S3) were done with a denaturation step at 95 °C for 2 min, followed by 40 cycles of denaturation at 95 °C for 3 s and primer annealing at 59 °C for 30 s. Upon completion of the cycling steps, a final step at 95 °C for 15 s, 60 °C for 15 s, and 95 °C for 15 s was done and then the reaction was stored at 4 °C. Reactions were run in triplicate in three independent experiments. The geometric mean of housekeeping genes HPRT1 and PPIA were used as an internal control to normalize the variability in expression levels and were analyzed using the 2^-ΔΔCT^ method described elsewhere [25].

### Western blot analysis

Isolated thymocytes were homogenized in radioimmunoprecipitation assay (RIPA) lysis buffer supplemented with PhosStop phosphatase inhibitor and Complete EDTA free protease inhibitors (Roche Molecular Biochemicals, Mannheim, Germany). The concentrations of thymocytes proteins were measured using a Pierce BCA Protein assay kit (ThermoFisher Scientific, Wilmington, DE) and a Benchmark Microplate Reader (Bio-Rad, Hercules, CA). Proteins (5 μg) were mixed in equal volume with 2× sample buffer (0.125 mol/l Tris-HCl, 4 % SDS, 20 % glycerol, 10 % 2-mercaptoethanol, 0.002 % bromophenol blue, pH 6.8). These samples were boiled at 99 °C for 5 min, and immediately cooled on ice. Electrophoresis was performed using 4–15 % Mini-PROTEAN TGX™ precast gels (BioRad, Hercules, CA). The proteins of electrophoresed gels were transferred to a polyvinylidene difluoride membrane (PVDF) (Millipore, Temecula*,* CA). The sizes of proteins were confirmed with the Precision Plus Protein Dual Color Standards (Bio-Rad).

After blocking, membranes were incubated with each primary antibody in either 5 % w/v *BSA* or nonfat dry milk, 1× TBS, 0.1 % Tween 20 overnight at 4 °C. As primary antibodies, p53 (1C12) (#2524; Cell Signaling), caspase-3 (Asp175) (#9661; Cell Signaling), and phospho-p38MAPK (Thr180/Tyr182) (#9211; Cell Signaling) were used at 1:1000 dilution. For β-actin (A 5316; Sigma) was used a dilution of 1:5000. Phospho-p53 (Ser15) (#9284; Cell Signaling) and phospho-p53 (Ser392) (#9281; Cell Signaling) were used at 1:500. Membranes were washed with TBST buffer and incubated for 60 min at room temperature with secondary antibodies we used Anti-rabbit IgG, HRP-linked Antibody (#7074; Cell Signaling) and Anti-mouse IgG, HRP-linked Antibody (#7076; Cell Signaling) at 1:1000 dilution. Bound antibodies were visualized by chemiluminescence using WesternBright™ ECL detection kit reagent (Advansta*,* Menlo Park*,* CA)*.* Luminescent images were analyzed using ImageQuant LAS 4000 biomolecular imager analyzer (GE Healhcare, Buckinghamshire, UK)*.* For densitometry analysis Scion Image software (Scion Corporation) analyzer program was used.

### Statistical analysis

#### cDNA microarray data analysis

To find sex differences in the transcriptional expression of genes involved in apoptosis signaling that are influenced by RAR, male and female transcriptional expression were compared under all experimental conditions by performing the statistical contrasts as follows: contrast 1 (male RAR vs female RAR); contrast 2 (male RAR - female RAR) vs (male control - female control); contrast 3(male RAR - female RAR) vs (male high dose irradiation - female high dose irradiation); and contrast 4 (male RAR - female RAR) vs (male low dose irradiation - female low dose irradiation). For those genes differentially expressed in all the contrasts, the difference between their expressions in male and female in RAR radiation condition is significant from any other difference found in any other radiation or control condition. These genes were selected as endpoints of this analysis.

The log-transformed (base 2) normalized values of expression from cDNA microarray experiments were used as the source of all raw data for statistical analysis in this section, and to detect differentially expressed genes in the contrasts described before, moderated *t*-test analysis was conducted with functions of the limma Package (R statistical software). *P* values were adjusted by the Benjamini-Hochberg method to control false discovery rate (FDR). And to consider a gene as differentially expressed, results from moderated t-test should show a FDR <0.05, and there should be an expression fold-change (FC) ≥1.5.

Additionally, to assess sex differences in gene expression taking into account at the same time the effect of the radiation treatment used, a two way ANOVA analysis was also applied.

#### Analysis of RT-PCR data

Mean expression values of selected genes were also calculated by quantitative real-time RT-PCR between RAR and the control condition in each sex, and compared using t-tests.

#### Analysis of protein expression data

To assess the sex differences across the experimental groups in protein amounts detected by Western blot analyses, multivariate linear regression models were performed including normalized mean values obtained from three independent experiments as the outcome, and sex, type of radiation treatment and an interaction term between them as independent variables.

#### Correlation coefficient analysis

Pearson product-moment correlation coefficients and their statistical significance were calculated to assess the strength and the direction of the associations between expressions.

All statistical analyses were performed using R Software (R Core Team (2013). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL http://www.R-project.org/).

## Results

### Priming low dose radiation prior to high-dose radiation induced differential apoptotic rates in thymocytes of male and female mice

We first analyzed the levels of apoptosis by measuring the amounts of caspase-3 protein in thymocytes of male and female C57BL/6 mice irradiated with an acute single dose of 0.075 Gy of X-rays or 1.75 Gy of γ-ray, and those treated with 0.075 Gy of priming X-rays followed in 6 h by 1.75 Gy of challenging γ-rays (hereafter referred as adaptive regimen of radiation) (Fig. 2). According to the multivariate regression model described in the Material and Methods section, we found significant differences in caspase-3 protein amounts for all radiation treatments relative to non-irradiated controls (Table 1). Moreover, there is an interaction between sex and treatment. In the particular case of RAR, the difference in the levels of caspase-3-induced apoptosis between radio-adapted thymocytes and non-irradiated thymocytes was higher in females as compared with males (Table 1).

**Fig. 2:**
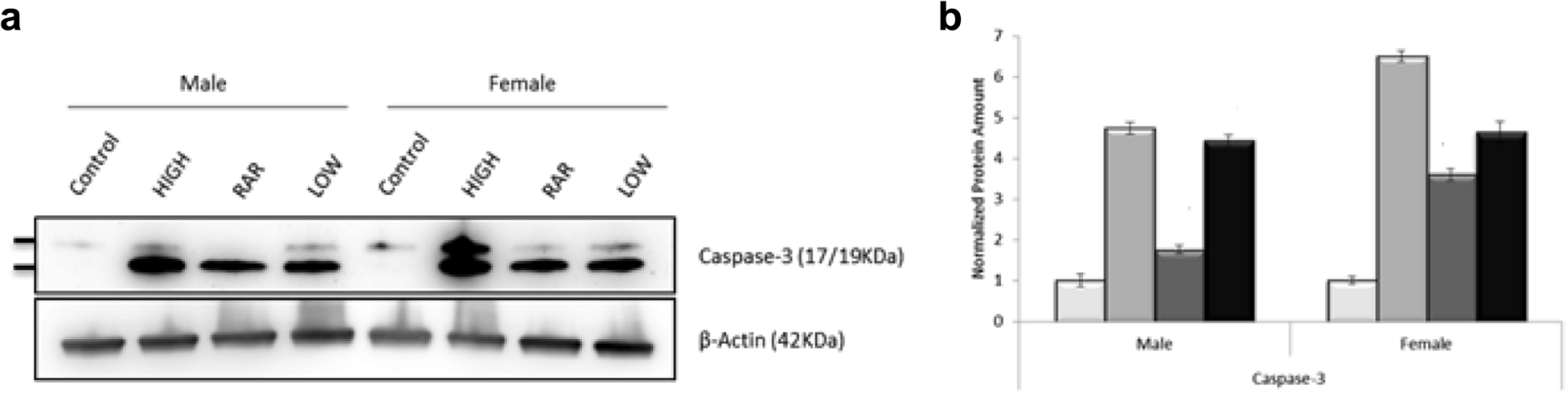
Dissimilar adaptive response of thymocyte apoptosis induced by priming low dose X-ray irradiation in C57BL/6 male and female mice. **a** Representative results of the Western blotting assay for the expression of caspase-3. *HIGH* indicates exposure to 1.75 Gy of γ-rays. RAR represents radio-adaptive response. *LOW* denotes exposure to 0.075 Gy of X-rays. **b** Quantitative analysis of caspase-3 protein levels. Amounts of caspase-3 were first normalized to β-actin, and then the ratio of each normalized value to its corresponding non-irradiated control value was calculated. Histograms represent the mean ± SD of normalized values obtained from three independent experiments. Open columns, non-irradiated thymocytes. *Light gray* columns, thymocytes exposed to 1.75 Gy of γ-rays. *Dark gray* columns, thymocytes treated with priming low dose X-irradiation (0.075 Gy) 6 h before a challenging high dose of γ-rays (1.75 Gy). *Black* columns, thymocytes exposed to 0.075 Gy of X-rays

**Table 1:** Multivariate analysis of caspase 3 protein expression

Gene	Variable	Value	Estimate	t value	*p* value	*p* value*
Caspase 3	Sex	Female	ref			1.010E-09
		Male	−6.559E-03	−0.043	0.966	
	Treatment	Control	ref			<2.2E-16
		High	5.502	36.221	<2E-16	
		RAR	2.592	17.062	1.090E-11	
		Low	3.651	24.040	5.520E-14	
	Sex*Treatment	Male(Control)*Female(Control)	ref			9.483E-08
		Male(High)*Female(High)	−1.752	−8.156	4.310E-07	
		Male(RAR)*Female(RAR)	−1.829	−8.513	2.450E-07	
		Male(Low)*Female(Low)	−0.221	−1.029	0.319	

Sex*Treatment interaction term between sex and radiation treatment, *ref* reference value, *Estimat e* regression coefficient, *t value* t test values; p value* p value from F test in ANOVA analysis, *High* exposure to 1.75 Gy of g-rays, *RAR* radio-adaptive response, *Low* exposure to 0.075 Gy of X-rays

### Microarray analysis identified apoptotic genes with differential expression in thymocytes of male and female mice exposed to the adaptive regimen of radiation

To explore sex-specific differences on global gene expression associated to RAR we carried out transcriptomic profiling in thymocytes of radioadapted males and females by analyzing cDNA probes from 1944 genes involved in apoptosis signaling (included in the Agilent Mouse Gene Expression G3 8x60K) according to GO-Ontology database. This analysis revealed that significant differential expression for 17 genes (log_2_FC >1.5, adjusted *p*-value (FDR) <0.05) in radio-adapted thymocytes of males as compared to females (Table 2). Moreover, according with the results of the two way ANOVA, the difference in the expression of these 17 genes between males and females depend on the radiation treatment used (Table 2).

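Thymocyte RNA of male and female mice was hybridized to 24 arrays, 3 for each of the 8 combinations of sex and treatment. The treatments were no irradiation (control), 1.75 Gy of γ-rays (high dose), 0.075 Gy of X-rays (low dose), and 0.075 Gy of X-rays given 6 h before 1.75 Gy of γ-rays (RAR). On every array the thymocyte RNA carried Cy5 and the common mouse reference RNA carried Cy3, without dye swaps. The authors deposited the processed intensity of each spot in both channels, from which the scanner software had subtracted the background and removed the dye trend within the array, and a table of log2 Cy5/Cy3 ratios. On each array, 100% of the ratios in that table were within 0.01 of the log2 ratio of the processed intensities. Control spots, and 183 to 368 spots per array that the scanner software had marked as outliers, were left out, which gave log2 ratios for 55681 probes. All groups were fitted together with limma. A probe was counted as different at a Benjamini-Hochberg adjusted p under 0.05 over all probes and a change of at least 1.5-fold, the threshold given in the methods. All 3 arrays of each group were used, and the methods' step of ruling out a value far from the average of each group, which leaves the rule open, was run as named alternatives in 2 readings. In Cy5, 53.9%, 71.8% and 34.7% of the spots were well above background on the 3 female RAR arrays, 58.2%, 59.9% and 55.3% on the 3 male RAR arrays, and between 49.3% and 62.8% on each of the other arrays. The correlation of log2 ratios between arrays of the same group was 0.802 to 0.914. It was computed across probes, which are not independent replicates, and its median was lowest (0.819) among the female RAR arrays. The arrays lay on 3 slides of 8, which treatment and sex crossed only in part: the female controls were all on the third slide and the female high-dose arrays all on the first, so the slide was also fitted as a block. Xist, Ddx3y and Eif2s3y were on the side of the labelled sex on 24 of the 24 arrays. The log2 ratio of Xist was 1.19 to 2.46 in females and −6.91 to −2.87 in males. The number of arrays, 3 per group, limits the precision of each comparison.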

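Between male and female RAR, 244 probes were past the threshold, 191 higher and 53 lower in males, and 6591 (11.8%) had an unadjusted p under 0.05. The Cy5 channel alone reversed this balance, with 225 higher and 1518 lower. Cy5 was well above background on all 3 arrays of at least 1 of these groups for 208 of the 244 probes, and on all 6 RAR arrays for 37. Among the probes with a gene name, the largest rise was that of Eif2s3y, at least 114-fold higher in males (log2 difference 8.76, adjusted p = 8.12e-10). Ddx3y was at least 62.8-fold higher (adjusted p = 4.22e-09). Cy5 of both was well above background on all 3 male RAR arrays and on 0 female ones. The largest fall was that of Xist, at least 71.3-fold lower in males (log2 difference −8.06, adjusted p = 2.36e-06). For these lower bounds, the mean Cy5 signal of the brighter group was divided by the mean, in the other group, of the higher of the probe's own signal and the lowest signal among probes well above background on that array. The bounds use the single channels after loess and Aquantile normalization and, without dye swaps, remain open to dye bias. Of the 17 probes of Table 2, 0 were past the threshold with limma and 11 had an unadjusted p under 0.05. The lowest adjusted p was that of Loxl4 (0.0572), whose log2 ratio was lower on each of the 3 male RAR arrays than on every female RAR array, a difference of −1.61 (standard error 0.357). The highest was that of C6 (0.987). Adjusted over the list alone, 9 of the 17 probes were past the threshold, which is not independent evidence because the study chose the list on these samples. The alternative that moved these counts most was leaving out, for each probe and group, the value farthest from the mean of the 3, which put 10358 probes and 17 of the 17 past the threshold. That rule narrows the spread within each group, and in simulated data with no changed probe it put 9529 probes past the threshold. The counts under it are therefore not evidence of sex differences.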

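The sex by treatment interaction was tested with limma's F-test of the 3 interaction terms. Of all probes, 2 had an adjusted p under 0.05 (0.0203 and 0.0358), and 3612 (6.49%) had an unadjusted p under 0.05. The methods' two-way ANOVA, without moderation of the variances, gave 3 probes. The 2 probes, singled out after their values were seen, have no gene name, and for each of them Cy5 was well above background on 1 of the 24 arrays. In the methods' contrasts, the sex difference in RAR was past the threshold against the sex difference in control for 0 probes, with 4255 (7.64%) at an unadjusted p under 0.05. Against the sex difference at the high dose it was past the threshold for 2 probes, with 2650 (4.76%) at an unadjusted p under 0.05. Against the low dose the counts were 0 and 3949 (7.09%). No probe was past the threshold in all 4 sex contrasts of the methods. The adjusted interaction p of the 17 probes of Table 2 ranged from 0.668 for Loxl4 to 0.958 for C6, and 4 of them had an unadjusted p under 0.05. For Fis1, the sex difference in RAR minus that in control was −2.46 (standard error 0.784, adjusted p = 0.524). It was −1.33 minus the difference at the high dose and −2.29 minus that at the low dose (adjusted p = 0.999 and 0.595). With the farthest value of each group left out, 33572 probes and 17 of the 17 had an adjusted interaction p under 0.05, and 2843 probes were past the threshold in all 4 sex contrasts. In simulated data with no changed probe the same rule gave 33890 and 2202 probes, so these counts are not evidence of an interaction.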

**Table 2:** Genes involved in apoptosis signaling that show differential transcriptional expression between male and female radioadaptive thymocytes

Probe Name	Gene Symbol	Gene description	log_2_FC	FDR^a^	FDR^b^	GO.Ontology
A_51_P449995	*C6*	Complement component 6	−1.64	9.89E-03	2.75E-02	GO:0006919
A_51_P458451	*Adipoq*	Adiponectin	2.36	2.51E-03	3.76E-03	GO:0033034
A_51_P473170	*Tnfsf4*	Tumor necrosis factor superfamily member 4	2.06	1.67E-04	2.61E-03	GO:0043066
A_52_P304720	*Crlf1*	Cytokine receptor-like factor 1	−1.97	1.54E-03	4.64E-03	GO:0043524
A_52_P442710	*Ndnf*	Neuro-derived neurotrophic factor	2.18	2.20E-04	2.06E-03	GO:0043524
A_52_P464831	*Dlx1*	Distal-less homeobox 1	−2.45	1.50E-04	4.61E-03	GO:0043524
A_55_P1952533	*Fis1*	Fission 1 (Mitochondrial Outer Membrane) Homolog (*S. Cerevisiae*)	−2.94	1.06E-04	9.86E-04	GO:0001836
A_55_P1974019	*Dapk1*	Death associated protein kinase 1	2.18	9.38E-04	7.94E-03	GO:0008624
A_55_P1974845	*Pde1a*	Phosphodiesterase 1A, Calmodulin-Dependent	−2.24	2.46E-04	3.24E-03	GO:0034391
A_55_P1977431	*Cck*	Cholecystokinin	1.79	2.67E-04	2.45E-03	GO:0005044
A_55_P1982400	*Scara5*	Scavenger Receptor Class A, Member 5	−2.91	1.72E-04	3.91E-03	GO:0005044
A_55_P2042101	*Prune2*	Prune Homolog 2 (*Drosophila*)	−2.17	2.67E-04	6.68E-03	GO:0006917
A_55_P2044143	*Loxl4*	Lysyl Oxidase-Like 4	−2.29	4.37E-05	3.99E-04	GO:0005044
A_55_P2089710	*Ednrb*	Endothelin Receptor Type B	2.57	4.02E-04	1.69E-02	GO:0043066
A_55_P2144686	*Dmbt1*	Deleted In Malignant Brain Tumors 1	2.78	2.61E-05	2.46E-03	GO:0005044
A_55_P2268221	*Arhgap10*	Rho GTPase Activating Protein 10	−2.49	2.54E-04	3.04E-03	GO:0043066
A_55_P2280821	*Dlc1*	Deleted in liver cancer 1	−2.53	2.02E-05	4.49E-04	GO:0006919

*log*_*2*_ *FC* log_2_ Fold Change in gene expression between male and female under RAR treatment; a minus sign denotes down-regulation in radioadapted thymocytes of males as compared with females; *FDR* ^*a*^ FDR obtained from the moderated t-test for identifying differentially expressed genes between male and female RAR, *FDR* ^*b*^FDR obtained from two-way ANOVA for assessing gene expression differences between male and female regarless treatment

The 17 genes selected and shown in Table 2 were grouped in two clusters of differentially expressed genes. One composed by 10 genes that displayed a significant reduction in their transcript levels in males relative to females (including among others the pro-apoptotic genes *C6*, *Dlc1*, *Fis1*, *Loxl4*, *Prune2* and *Scara5*), whereas an inverse pattern was observed for the remaining seven genes (including the anti-apoptotic genes *Adipoq*, *Cck, Dmbt1*, *Ednrb*, *Ndnf* and *Tnfsf4*). These findings are consistent with the lesser levels of apoptosis observed in radio-adapted thymocytes of males as compared to those of females.

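With all arrays in the fit, 10 of the 17 probes of Table 2 had a lower mean log2 ratio in male than in female RAR, from −1.87 for Dlc1 to −0.05 for C6. The other 7 had a higher one, from 0.97 for Dapk1 to 1.81 for Dmbt1. The male and female RAR values did not overlap for 4 of the 17 probes (Dlx1, Cck, Loxl4 and Dlc1), where chance gives 10% of probes not chosen for a difference; the study chose these on the same arrays. For these 4 the exact two-sided permutation p was 0.1, the smallest that 3 arrays against 3 allow. Cy5 was well above background on all 6 RAR arrays for 2 probes, Tnfsf4 and Dapk1, on some of them for 10 and on none for 5. Among the last, Ndnf, Dlx1, Prune2 and Loxl4 were well above background on none of the 24 arrays, so that their thymocyte signal is known only as an upper limit. The log2 ratio of Tnfsf4 was 3.84 ± 1.20 (SD, n = 3) in female RAR and 5.53 ± 0.598 (SD, n = 3) in male RAR. Its difference of 1.70 (standard error 0.422) was larger than either SD but did not pass the threshold (limma adjusted p = 0.108, exact two-sided permutation p = 0.2). Dapk1 was at 5.19 ± 1.52 (SD, n = 3) in female and 6.17 ± 0.631 (SD, n = 3) in male RAR, a difference smaller than the SD of the female group. Among the other probes of these genes, that of Ednrb was well above background in Cy5 on 18 arrays and differed by −0.31 between male and female RAR (limma adjusted p = 0.756). The directions depended in part on the scaling. After normexp background correction and loess normalization, C6 (0.09) and Pde1a (0.05) were among the probes higher in males and Ednrb was lower (−0.0004), with 9 probes higher and 8 lower. In the Cy5 channel alone, where the median of all probes was −0.175, Adipoq (−0.09), Ndnf (−0.83), Dapk1 (−0.19) and Ednrb (−0.10) were lower in males, so that 3 probes were higher and 14 lower. From the reduced transcript levels of pro-apoptotic genes and the inverse pattern of anti-apoptotic genes in males, the paper proposes a link with the lesser apoptosis of radio-adapted male thymocytes.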

Notably, two of the 17 genes that showed sex-dependent transcriptional variations in radio-adapted thymocytes*, Fis1* and *Dlc1*, are closely related to *Trp53*-mediated apoptosis. Like *Trp53*, the *Fis1* gene participates in apoptosis induced by caspase 3 by acting directly at mitochondria [26]. Meanwhile, *Dlc1* is a transcription target of TRP53 [27] that is also involved in caspase-3-mediated apoptosis [28]. However, if we compare the levels of expression of these genes between RAR and the control situation, we found a significant differential expression of *Fis1* in both sexes with increased expression in females (log_2_FC = 1.97 and FDR = 0.0004) and reduced mRNA transcript levels in males (log_2_FC = −1.60, and FDR =0.001), while up-regulation of *Dlc1* expression was detected exclusively in the case of females (log_2_FC = 2.35, FDR = 0.00001). 

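The Fis1 probe of Table 2 had a log2 ratio of −3.86 ± 0.425 (SD, n = 3) in female controls and −2.84 ± 1.30 (SD, n = 3) in female RAR. The rise of 1.02 (standard error 0.554) was smaller than the SD of the RAR group (limma adjusted p = 0.203, exact two-sided permutation p = 0.4). In males it was −3.14 ± 0.539 (SD, n = 3) in controls and −4.58 ± 0.809 (SD, n = 3) in RAR, and all 3 RAR values lay below the controls. The fall was −1.44 (limma adjusted p = 0.0567), with an exact two-sided permutation p of 0.1. After normexp background correction and loess normalization the change of Fis1 was 0.127 in females and −0.00775 in males (limma adjusted p = 0.34 and 0.963, with 0.000124 to 0.564 and 0.000462 to 0.963 over all alternatives). Dlc1 was at −4.50 ± 0.277 (SD, n = 3) in female controls and −3.05 ± 1.29 (SD, n = 3) in female RAR, where 2 of the 3 arrays lay above all controls. Its rise of 1.45 (standard error 0.448) passed the threshold (limma adjusted p = 0.0198), while the exact two-sided permutation p was 0.2. The standard error takes its spread from all groups. With only the groups compared in the fit, the rise was not past the threshold. In males Dlc1 was at −4.83 ± 0.573 (SD, n = 3) in controls and −4.92 ± 0.150 (SD, n = 3) in RAR, a difference of −0.09 (limma adjusted p = 0.94). The sex difference of Dlc1 in RAR minus that in control was −1.54 (limma adjusted p = 0.62). With the farthest value of each group left out, the rise of Fis1 in females was 1.97 (limma adjusted p = 0.000124, against up to 0.564 under the other alternatives). That rule narrows the spread within each group by its construction, so its low p is not evidence of a change. Without female RAR replicate 1 the rise of Fis1 in females was 1.76 (limma adjusted p = 0.0126). After normexp background correction and loess normalization the rise of Dlc1 in females was 0.04 (limma adjusted p = 0.803, with 1.19e-06 to 0.803 over all alternatives). It was past the threshold no longer without female RAR replicate 3, at 1.04 (limma adjusted p = 0.115), nor without female RAR replicate 2 or female control replicate 1 or 3. The female controls and the female RAR arrays shared no slide, and with the slide as a block the rise was 1.61 and not past the threshold (limma adjusted p = 0.101). Cy5 of the Fis1 probe was well above background on 3 of the 24 arrays and that of the Dlc1 probe on 1, so these differences of log2 ratios are not measured fold changes. The highest value of both probes was on female RAR replicate 3, where their Cy5 was not well above background. The lowest processed Cy5 signal of that array was 18.4, against 7.54 and 7.32 on replicates 1 and 2. A second probe of the same Fis1 transcript was well above background in Cy5 on 24 of the 24 arrays. It changed by 0.01 in females and −0.09 in males between control and RAR (limma adjusted p = 0.967 and 0.563), and differed by 0.05 between male and female RAR (limma adjusted p = 0.892). The other Dlc1 probes changed by −0.057 and −0.629 in females (limma adjusted p = 0.966 and 0.301). Cy5 of both was well above background on 0 of the 24 arrays, so they decide nothing.

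**Figure D1:**
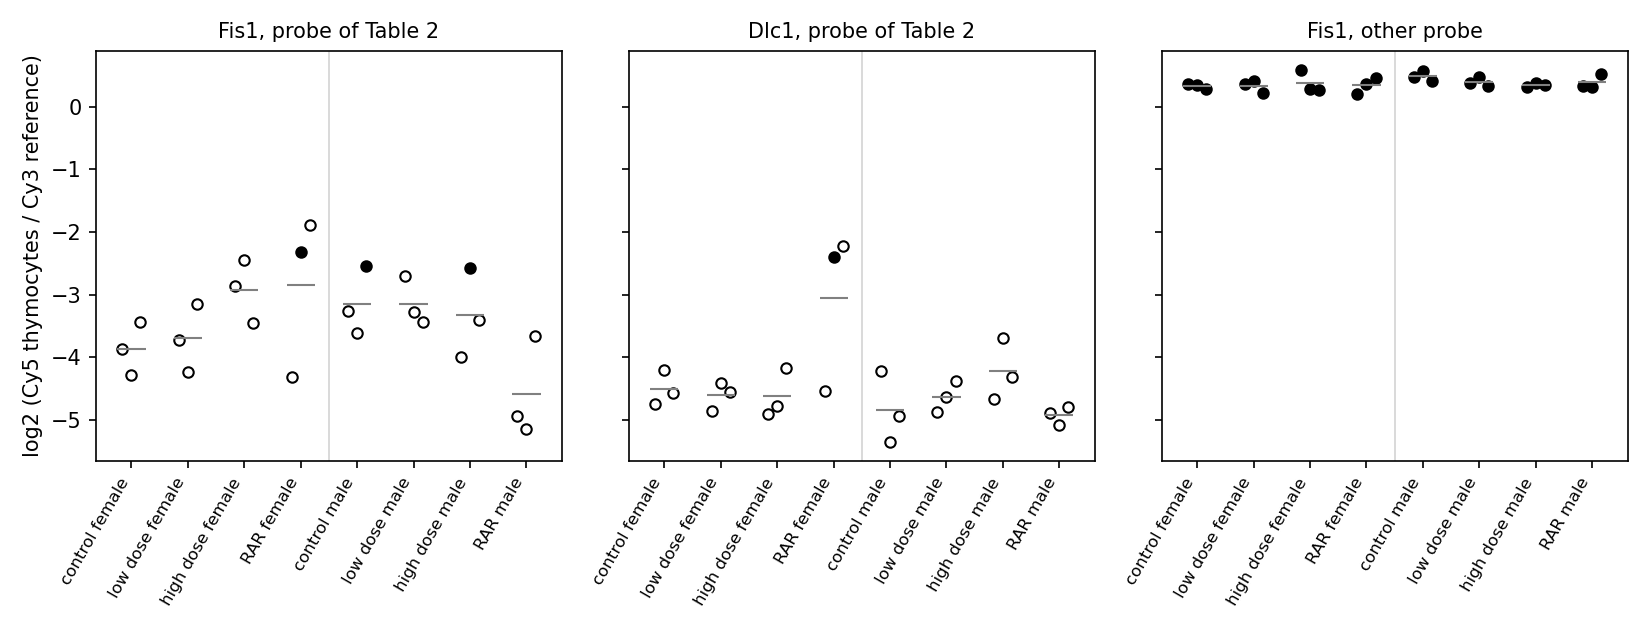
The log2 ratio of Cy5 (thymocytes) to Cy3 (reference) on each array for the Fis1 and Dlc1 probes of Table 2 and for the other Fis1 probe, by sex and treatment; gray lines are means of 3 arrays, filled circles have Cy5 well above background and open circles do not. The female RAR values of the Fis1 and Dlc1 probes of Table 2 spread from −4.32 to −1.88 and from −4.54 to −2.22, mostly as open circles, while the other Fis1 probe stays between 0.21 and 0.59 in all groups.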

Quantitative real-time RT-PCR analyses (using primers showed in Additional file 3: Table S3) showed overexpression of *Fis1* (mean ± SD = 2.88 ± 0.19, *t* = 18.73, *P* <0.0001) and *Dlc1* (mean ± SD = 4.36 ± 0.26, *t* = 30.79, *P* <0.0001) in radio-adapted thymocytes of females compared to control samples, and down-modulation of *Fis1* (mean ± SD = 0.82 ± 0.06, *t* = −4.71, *P* = 0.003) in thymocytes of radio-adapted males relative to controls.

### Sex differences in the phosphorylation levels of TRP53 protein at serine 18 and serine 389 in radio-adapted thymocytes

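Trp53 is represented on the arrays by 1 named probe, whose Cy5 was well above background on 24 of the 24 arrays. Its log2 ratio was −1.15 ± 0.135 (SD, n = 3) in female RAR and −1.21 ± 0.132 (SD, n = 3) in male RAR. The difference of −0.05 (standard error 0.143) was smaller than the spread between replicates (limma adjusted p = 0.913, exact two-sided permutation p = 0.6). Quantile normalization between arrays put it at 0.20 and the Cy5 channel alone at 0.04, with an adjusted p of 0.571 to 0.99 over all alternatives. Relative to the controls of the same sex, Trp53 was lower on all 3 RAR arrays of both sexes, by a log2 change of −0.67 in females and −0.81 in males (limma adjusted p = 0.00144 and 0.000203).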

Given that the predominant regulation of *Trp53* occurs at the post-translational level [29], it was not surprising that transcriptome analysis did not detect significant differences in the *Trp53* gene expression levels between radio-adapted thymocytes of males and females (Table 2). Thus, we analyzed TRP53 protein and its phosphorylated form at serine 18 under our experimental conditions. TRP53 protein expression in radio-adapted thymocytes was almost identical to that found in the control group (Fig. 3a-b). However, phosphoserine-18-TRP53 expression was strikingly increased in thymocytes exposed to the adaptive regimen of radiation (Fig. 3c-d) and the multivariate analysis showed significant sex differences in the expression of phosphoserine-18-TRP53 in radio-adapted thymocytes relative to controls, being these increases higher in females than in males (Table 3). Given that there seems to be a relationship between the levels of phosphorylation of TRP53 at serine 18 and the induction of apoptosis in response to ionizing radiation [30], we wanted to find out whether these two variables were correlated in radio-adapted thymocytes. Correlation analysis demonstrated that phosphoserine-18-TRP53 accumulation associated with increased amounts of caspase-3 protein in both males (*r* = 0.998, *t* = 21.0855, df = 1, *P* = 0.03) and females (*r* = 0.9995, *t* = 31.6768, df = 1, *P* = 0.02).

**Fig. 3:**
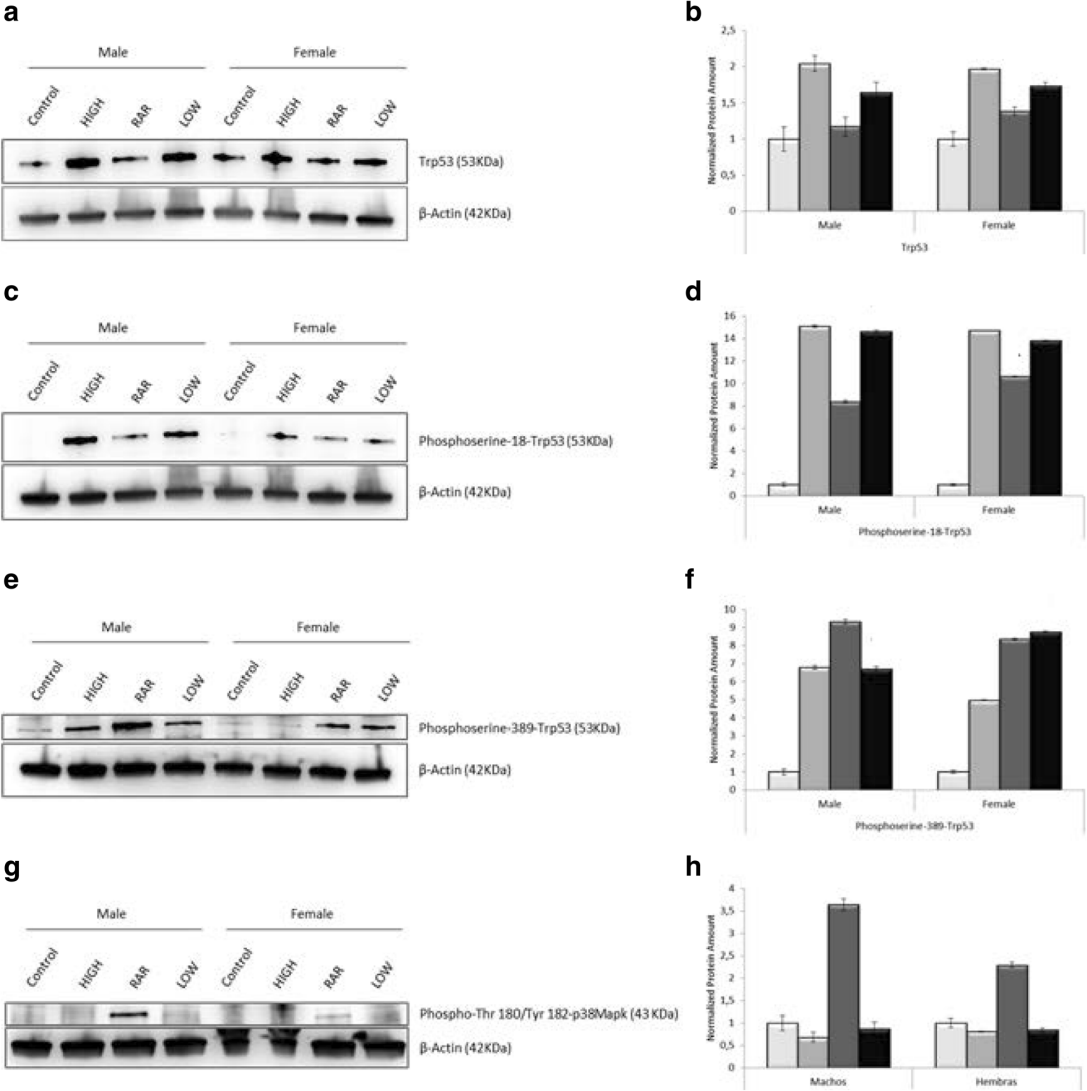
Different protein levels of phosphoserine-18-TRP53, phosphoserine-389-TRP53 and activated-p38MAPK after priming low dose X-ray irradiation in thymocytes of C57BL/6 male and female mice. *Left* panels, representative Western blots. *HIGH* indicates exposure to 1.75 Gy of γ-rays. RAR represents radio-adaptive response. *LOW* denotes exposure to 0.075 Gy of X-rays. *Right* panels, quantitative data showing normalized relative protein amounts. Each column represents mean of three independent experiments; *bars*, SD. Open histograms, non-treated thymocytes. *Light gray* histograms, thymocytes exposed to high dose (1.75 Gy) γ-irradiation. *Dark gray* histograms, thymocytes exposed to the adaptive regimen of radiation. *Black* histograms, thymocytes treated with low dose X-irradiation (0.075 Gy). **a**-**b**, TRP53. **c**-**d** Phosphorylated form of TRP53 at serine 18. **e**-**f** Phosphoserine-389-TRP53. **g**-**h** Phospho-(Thr180/Tyr182)-p38MAPK

**Table 3:** Multivariate analysis of TRP53, phosphoserine-18-TRP53, phosphoserine-389-TRP53 and p38MAPK protein expression

Gene	Variable	Value	Estimate	t value	*p* value	*p* value*
TRP53	Sex	Female	ref			0.1805
		Male	−0.028	−0.305	0.764249	
	Treatment	Control	ref			1.033E-10
		High	1.02	11.110	6.23e-09	
		RAR	0.438	4.779	0.000205	
		Low	0.787	8.590	2.18e-07	
	Sex*Treatment	Male(Control)*Female(Control)	ref			0.2020
		Male(High)*Female(High)	0.104	0.800	0.435191	
		Male(RAR)*Female(RAR)	−0.183	−1.417	0.175527	
		Male(Low)*Female(Low)	−0.065	−0.501	0.623391	
phosphoserine-18-TRP53	Sex	Female	ref			0.0004246
		Male	−0.126	−0.979	0.3420	
	Treatment	Control	ref			<2.2E-16
		High	13.57	105.038	<2E-16	
		RAR	9.49091	73.469	<2E-16	
		Low	12.67	98.071	<2E-16	
	Sex*Treatment	Male(Control)*Female(Control)	ref			7.153E-11
		Male(High)*Female(High)	0.516	2.825	0.0122	
		Male(RAR)*Female(RAR)	−2.101	−11.498	3.81e-09	
		Male(Low)*Female(Low)	0.947	5.185	9.03E-05	
phosphoserine-389-TRP53	Sex	Female	ref			1.133E-05
		Male	0.058	0.854	0.406	
	Treatment	Control	ref			<2.2E-16
		High	4.041	59.194	<2E-16	
		RAR	7.419	108.665	<2E-16	
		Low	7.739	113.354	<2E-16	
	Sex*Treatment	Male(Control)*Female(Control)	ref			<2.2E-16
		Male(High)*Female(High)	1.748	18.102	4.43E-12	
		Male(RAR)*Female(RAR)	0.909	9.416	6.30E-08	
		Male(Low)*Female(Low)	−2.035	−21.076	4.26E-13	
phospho-Thr 180/Tyr 182-p38MAPK	Sex	Female	ref			1.196E-05
		Male	4.586E-16	0.000	1.0000	
	Treatment	Control	ref			1.368E-15
		High	−1.923e-01	−1.918	0.0732	
		RAR	1.291	12.874	7.38E-10	
		Low	−1.535e-01	−1.531	0.1453	
	Sex*Treatment	Male(Control)*Female(Control)	ref			3.259E-08
		Male(High)*Female(High)	−1.257e-01	−0.886	0.3886	
		Male(RAR)*Female(RAR)	1.348	9.507	5.53E-08	
		Male(Low)*Female(Low)	2.765E-02	0.195	0.8479	

Sex*Treatment interaction term between sex and radiation treatment, *ref* reference value, *Estimat e* regression coefficient, *t value* t test values, p value* p value from F test in ANOVA analysis, *High* exposure to 1.75 Gy of g-rays, *RAR* radio-adaptive response, *Low* exposure to 0.075 Gy of X-rays

In addition, highest increases in the phosphorylation levels of TRP53 at serine 389 were detected in thymocytes of mice exposed to adaptive regimen of radiation compared to non-irradiated thymocytes (Fig. 3e-f). Once more, we also observed gender differences in radio-adaptive thymocytes with males showing significant higher levels of phosphoserine-389-TRP53 expression than females (Table 3). Finally, we found an inverse relationship with a significant correlation between amounts of caspase-3 protein and levels of phosphoserine-389-TRP53 in radio-adapted thymocytes of males (*r = −*0.99993*,* t = −87.7847, df = 1, *P* = 0.007) and females (*r* = −0.9995*,* t *= −31.6768,* df = 1*, P* = 0.02)*.* These results suggest a protective effect against apoptosis for phosphoserine-389-TRP53 induced by RAR with a differential response between both sexes.

To confirm these latter results, we analyzed the phosphorylation levels of p38 mitogen activated protein kinase (p38MAPK) on threonine 180 and tyrosine 182 residues, since previous in vitro studies have demonstrated that such activated form of p38MAPK physically associates with TRP53 to directly phosphorylate serine 389 [31]. Expression of activated-p38MAPK protein was parallel to the amount of phosphoserine-389-TRP53, with significant highest levels of activated-p38Mapk detected in radio-adapted thymocytes of male mice as compared to those of females (Fig. 3g-h; Table 3). In fact, a significant high correlation was observed between levels of phosphoserine-389-TRP53 and activated-p38MAPK in radio-adapted thymocytes of males (*r =* 0.99976*,* t *=* 46.5361, df = 1*, P =* 0.013) and females (*r* = 0.99979, t = 49.2148*,* df *=1, P* = 0.012).

## Discussion

In this study, we provide the first evidence of a sex-dependent protective effect of administering a single priming low dose of X-rays against the detrimental effects of a subsequent high dose γ-irradiation exposure, manifested by a reduced level of caspase-3-mediated apoptosis in thymocytes. The fact that radio-adapted thymocytes of males and females display a differential effect against apoptosis suggests the existence of sex-specific genetic factors associated with protection from apoptosis. These differences may be related to the expression of the pro-apoptotic genes *Dlc1* [28] and *Fis1* [26], since we have observed transcriptional up-regulation of *Dlc1* and *Fis1* in thymocytes of female mice upon the adaptive regimen of radiation whereas significant down-regulation of *Fis1* was found in male radio-adapted thymocytes.

The TRP53 protein regulates the transcription of many different genes in response to a wide variety of stress signals, being *Dlc1* one of these *Trp53*-responsive genes [27]. Upon activation, TRP53 regulates the transcription of *Trp53*-responsive genes [32]. It has been demonstrated that TRP53-serine 15 phosphorylation plays a critical role in stimulating transactivation at *Trp53*-responsive promoters [33]. Furthermore, TRP53 upregulates human *DLC1* promoter activity in a dose-dependent manner [27]. Interestingly, we found higher levels of TRP53 phosphorylation at serine 18 in female radio-adapted thymocytes as compared to those of males. Therefore, different amounts of phosphoserine-18-TRP53 might explain, at least in part, variations in *Dlc1* expression that exists in both sexes. However, the exclusive overexpression observed in radio-adapted thymocytes of females suggests additional suggests additional explanations. Investigators have found that TRP53-mediated regulation of promoters may be influenced by the existence of non-functional TRP53-binding sites [34]. In this scenario, it is conceivably to speculate that differences in the number of functional TRP53 responsive elements in the *Dlc1* promoter of females and males might affect differentially to its expression.

It is known that the human DLC1 protein participates in a signaling cascade which cleaves the precursor caspase-3 into caspase-3, thereby allowing it to induce apoptosis [28]. On the other hand, radiation-induced apoptosis of mouse thymocytes, estimated by caspase-3 activation, was found to be entirely dependent of the *Trp53* gene, since it was absent in *Trp53* knockout mice [35]. Here, we have demonstrated that radio-adapted thymocytes of females show higher amounts of caspase-3 when compared with those of males. Altogether, our results support a role for *Dlc1* in the induction of TRP53-mediated apoptosis associated with RAR in female thymocytes.

In this study, we demonstrated that up-regulation of *Dlc1* in radio-adapted thymocytes of females was accompanied by overexpression of *Fis1*. Interestingly, thymocytes of male mice exposed to the adaptative regimen of radiation showed significant down-modulation of *Fis1*. It is known that down-regulation of *Fis1* powerfully inhibits cell death [26]. In contrast, over-expression of *Fis1* has been reported to induce apoptosis by a mechanism which involves mitochondrial fragmentation followed by the release of cytochrome c [36]. Thus, less induction of caspase-3-mediated apoptosis in male radio-adapted thymocytes might be influenced, at least in part, by down-modulation of *Fis1*. On the other hand, it has been reported that the mouse TRP53 protein rapidly accumulates at mitochondria of thymocytes undergoing γ-radiation-induced caspase-3-mediated apoptosis [35]. In the mitochondria, TRP53 directly induces permeabilization of the outer mitochondrial membrane by forming inhibitory complexes with the anti-apoptotic BCLXL and BCL2 proteins, resulting in cytochrome c release and in caspase-3 activation by the intrinsic death pathway [37]. Evidence derived from the analysis of human cells showed that serine 392 phosphorylation (serine 389 in murine TRP53) plays a critical role in the stability of TRP53 protein by inhibiting its nuclear export mechanism, but it is not essential in transactivation [38]. Thus, highest increases found in the amount of phosphorylated form of TRP53 at serine 389 in male radio-adapted thymocytes might be hindering the transport of TRP53 from nucleus to mitochondria. This fact together with down-modulation of *Fis1* would be causing an inhibitory effect on the release of cytochrome c from the mitochondria, thereby reducing the levels of caspase-3 and ultimately the induction of apoptosis in males exposed to the adaptive regimen of radiation. In an opposite way, overexpression de *Fis1* might cooperate with up-regulation of *Dlc1* to sustain a stronger caspase 3-mediated apoptotic response in radio-adapted thymocytes of females.

Finally, our results reveal that both activated-p38MAPK and phosphoserine-389-TRP53 are strongly correlated in RAR. It has been reported that the p38MAPK inhibitor, SB203850, blocked RAR but did not suppress apoptosis, indicating that the adaptive response and apoptosis are two complementary defense mechanisms via life-or-death decisions [12]. This study also demonstrated a pivotal role for TRP53 in channeling the radiation-induced double-strand breaks (DBSs) into an adaptive repair pathway, turning off the apoptotic signaling pathway. Our results support this notion since we report highest protein amounts of both p38MAPK and phosphoserine-389-TRP53 in male radio-adaptive thymocytes, which have in turn lowest levels of caspase-3-mediated apoptosis.

## Conclusions

We have observed a differential radio-adaptive response between male and female mice using as endpoint the induction of apoptosis mediated by caspase-3 in thymocytes. Radio-adaptive response in females was accompanied by higher protein amounts of phosphoserine-18-TRP53 and caspase-3 as compared with male RAR. We also found that the pro-apoptotic *Dlc1* and *Fis1* genes are specifically overexpressed in thymocytes of female mice exposed to the adaptive regimen of radiation. In contrast, a protective role against caspase-3-mediated apoptosis associated with an increase in the phosphorylation levels of TRP53 at serine 389 and down-modulation of *Fis1* was demonstrated in radio-adaptive thymocytes of male mice.

## Additional files

Additional file 1: Listing of genes involved in apoptosis included in the Agilent Mouse Gene Expression G3 8x60K microarray. (XLSX 420 kb) Additional file 2: Listing of GO-IDs related with apoptosis in the Gene Ontology database. (XLSX 52 kb) Additional file 3: Listing of primers used in the quantitative real-time RT-PCR analysis.

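Table S1 pairs probes of the array with the symbol of the gene and its Gene Ontology terms, from which the study chose the genes related with apoptosis. The copy read here holds the first 1007 of the 1944 rows of Table S1, sorted by probe name, so that what is said of it covers those only. They name 874 genes and hold 11 of the 17 probes of Table 2. All 1007 probes are on the arrays. For 37 of them the symbol in the table differs from the name that the probe's accession has in a later gene annotation.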

## Abbreviations

FC: Fold-change
FDR: False discovery rate
IR: Ionizing radiation
RAR: Radio-adaptive response
RT-PCR: Reverse transcription polymerase chain reaction

How the deposited data were processed for this re-analysis (not part of the article)

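Thymocyte RNA from male and female mice was measured on 24 Agilent 2-colour arrays, 3 for each of 8 groups: control, high dose (1.75 Gy of γ-rays), low dose (0.075 Gy of X-rays) and RAR (0.075 Gy of X-rays, then 1.75 Gy of γ-rays 6 h later), each in both sexes. The thymocyte RNA was labeled with Cy5 and a common mouse reference RNA with Cy3 on every array, without dye swaps. Each array file was matched to its group by its labels, and 0 of the columns of values were left unmatched. The Western blots and the real-time RT-PCR of the paper were not analysed here.

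For each array the authors deposited the output of the Feature Extraction software, with the intensity of 62976 spots in both channels as raw pixel medians, as background medians and as processed signals, and with flags. In the processed signals the software had subtracted the background and normalized the dyes within the array, and it had set surrogate values for spots not above background. Per the file headers, the log10 ratios in the same files were computed by the software from the background-subtracted, dye-normalized processed signals and set to 0 where neither channel was above background; they were not used here. The files name version 11.5.1.1 of this software, and the paper names another. The authors also deposited a table of log2 Cy5/Cy3 values, 1 per probe and array, made from the processed signals and not centred between arrays. On every array 100% of these values were within 0.01 of the log2 ratio of the processed signals. Control spots and the spots marked as outliers by the software (183 to 368 per array) were left out, 0 spots were saturated, and the remaining spots of a probe were averaged on the log2 scale, which left 55681 probes. The annotation of the array files is older than the gene table used here (GRCm38.p6), so the table was used for names only. It named 28062 probes, 28009 of them through the accession in the array files.

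The log2 ratios of all 24 arrays were fitted with limma 3.58.1 in R 4.3.3 as 8 group means without covariates, with 16 residual degrees of freedom and 1.63 prior degrees of freedom from the empirical Bayes step. Tables were read with data.table 1.17.8, array files were parsed with Python 3.11.15 and pandas 2.3.3, and the plot was drawn with matplotlib 3.10.9. P-values were adjusted by the Benjamini-Hochberg method over all 55681 probes. A probe was past the threshold at an adjusted p under 0.05 and a change of at least 1.5-fold, as in the methods; the Results give a log2 fold change over 1.5, which was run as an alternative. The sex contrasts were the 4 of the methods: male minus female RAR, and that difference minus the sex difference in control, high dose and low dose. The interaction of sex and treatment was tested with limma's F-test of its 3 terms, and the methods' two-way ANOVA without moderation was run beside it. RAR, high dose and low dose were compared with control, and RAR with high dose, within each sex. High dose against low dose was added after the values were seen. For single probes an exact two-sided permutation test was also computed, which cannot go below 0.1 with 3 arrays against 3.

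Gene lists were tested with camera at its preset correlation of 0.01, and also with fry and with camera at an estimated correlation, with 1 probe per gene, the one with the highest mean Cy5 signal. The lists, fixed before the data were examined like the thresholds, the comparisons and the alternatives not said to be added later, were targets of TRP53 (24 genes), sex-linked genes (8), genes measured by the paper with RT-PCR or blots (6), and markers of adipocytes (12), stroma (10), epithelium (11), B cells (8), erythroid cells (8), myeloid cells (13), double-positive thymocytes (11), mature T cells (8) and proliferation (12). Their p-values were adjusted over 204 tests, except where a TRP53 value is compared across alternatives, where the adjustment covers the comparisons of that list. Genes named singly were those the paper names for the microarray (the 17 probes of Table 2, other probes of these genes, Trp53, Hprt, Ppia and Mapk14), sex-linked genes and TRP53 targets; some of the genes that the paper names are not reported here. For each comparison they also include at most the 3 probes with the largest rise and the 3 with the largest fall that were past the threshold, had a gene name, were well above background in Cy5 on all arrays of the brighter group and did not overlap between the groups.

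The alternatives were normexp background correction (offset 50) of the median signals with loess normalization, quantile normalization between arrays, the Cy5 channel alone scaled to its 75th percentile, the deposited table of log2 ratios, leaving out probes not well above background in Cy5 on all arrays of any group, leaving out the value of each probe and group that is farthest from the mean of the 3, leaving out that value only where it is over 1 log2 unit from the mean of the others, the slide as a block, the replicate number as a block, trended and robust empirical Bayes, a log2 fold change over 1.5, a fit of only the groups compared, an adjustment over the rows of Table S1 that were read or over the 17 probes of Table 2 alone, the main effect of sex, and leaving out each array in turn. The methods' sentence on ruling out a value leaves open which values and how many, so that the alternatives that leave out the farthest value and only values over 1 log2 unit away are 2 readings of it. Table S1 was read in a shortened copy, the first 1007 of the 1944 rows, so no set test was run on it.

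The analysis was tested on simulated data with 55028 probes, of which 200 differed between male and female RAR. It called 38.8% of the probes changed 2-fold, 68.7% of those changed 4-fold and 90.9% of those changed 8-fold, with 10 unchanged probes called and a median absolute error of 0.186 on the log2 scale. Of the changed probes, 47% were called in all 4 sex contrasts and 54.5% with an interaction. When no probe was changed, 0 probes were called in male against female RAR, in all 4 contrasts or with an interaction. The simulation drew each probe independently, with the same spread in all groups. The female RAR arrays had the lowest median correlation (0.819), so the simulation does not test calls where 1 group is noisier. Arrays have no read depth: the number of arrays limits the precision, and a probe whose Cy5 is not well above background has only an upper limit.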

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

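The tests of the slide as a cause of the changes between RAR and control were chosen after the results were seen. The other tests given here were set before.

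A difference between the sexes in the response to treatment was found for 2 probes by limma's F-test of the interaction (adjusted p 0.0203 and 0.0358). The paper's Table 2 does not list them, they have no gene name, and the tables argue against reading them as a response of thymocytes. Cy5 was well above background on 1 of the 24 arrays for each, and with the slide as a block 1 probe had an adjusted p under 0.05. With probes not well above background left out, 0 of 32727 probes had one. When the 6 arrays of each treatment were split at random into groups of 3, 11 of 100 splits, the real one included, gave as many probes with an interaction, so chance cannot be excluded. A sex difference of this kind stays open and was tested only in this way.

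The paper does not report how many probes changed at the high dose or the low dose against control, or between RAR and the high dose, although these arrays enter its two-way ANOVA. At the high dose 4391 probes changed against control in females (2356 higher, 2035 lower) and 5892 in males (2895 higher, 2997 lower). At the low dose 4881 changed in females (2651 higher, 2230 lower) and 3701 in males (1787 higher, 1914 lower). Between RAR and the high dose 4063 changed in females (2226 higher, 1837 lower) and 3278 in males (1724 higher, 1554 lower). Il1b was among the largest rises at both doses, with log2 changes of 5.09 in females and 5.78 in males at the high dose and 4.77 and 5.56 at the low dose (adjusted p 2.06e-08, 2.42e-09, 4.93e-08 and 5.89e-09), and every irradiated array above every control array. Psmb11 was among the largest falls in each of these comparisons with control (adjusted p 0.000511 and 7.50e-05 for the high dose and 0.000486 and 0.000581 for the low dose, in females and males). It fell at least 4.66-fold at the high dose in females and at least 3.21-fold and 3.11-fold at the low dose in females and males, with Cy5 well above background on 0 irradiated arrays of these groups, and by a log2 change of −4.71 at the high dose in males, where 1 of 3 was well above background. Between RAR and the high dose the largest rises were those of Rsad2 in females (4.22, adjusted p 5.19e-07) and of Arg1 in males (5.38, adjusted p 3.67e-05, at least 20-fold, with Cy5 well above background on 0 of the high-dose arrays).

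The slides crossed the treatments in part only, and an effect of the slide as the whole cause is argued against by the fits with the slide as a block. These left 1638 and 3907 probes for the high dose against control in females and males, 3589 and 3641 for the low dose, and 3402 and 3251 for RAR against the high dose. For RAR against control they left 7186 probes in females and 10393 in males. In each comparison the real split had the largest count, 1 of 10 splits, which is the smallest share that 3 arrays against 3 can give, so these splits alone cannot exclude chance; the other splits gave at most 8 probes in any of these comparisons. A part of the female high-dose count may come from the slide, since the female controls and the female high-dose arrays shared no slide and the count fell to 1638 with the block. An exchange of low-dose and high-dose samples was not tested. If the whole groups were exchanged, the counts against control would swap, and both doses would still differ from control. An exchange of single samples stays open, as do a shift in the share of cell types and the irradiation itself, which the design names.

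The list of TRP53 targets was higher at the low dose than in control, a signal outside the genes the paper discusses. Its median log2 change was 1.02 in females, with 20 of the 24 genes higher, and 1.09 in males, with 22 of the 24 higher (camera adjusted p 3.67e-25 and 8.63e-29). Both calls hold under fry (1.25e-16 and 7.80e-17) and at an estimated correlation (1.11e-05 in both). Under the alternatives the median stayed between 0.904 and 1.21 in females and between 0.980 and 1.31 in males, with the adjusted p under 0.05 in each, and with the slide as a block it was 0.983 and 1.09. Leaving out each array in turn gave 0.948 to 1.14 in females and 1.06 to 1.15 in males. The real split had the largest median, 1 of 10 splits, against at most 0.497 in females and 0.549 in males for the others, and 10 splits alone are too few to exclude chance. These values argue against the scaling, the slide or 1 array as the whole cause. At the high dose the list was also higher, at 1.06 in females and 1.31 in males. That argues against an exchange of the whole dose groups as the cause, since either group would show a rise. A response of TRP53 targets to the low dose remains a hypothesis. An exchange of single samples between the doses and a shift in the share of cell types were not excluded.

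Outside Table 2, 244 probes differed between male and female RAR, of which 86 have a gene name (71 genes). Of the 244, 99 were also past the threshold in the same direction between male and female controls and 143 in at least 1 other treatment. Another 101 were past it in no other treatment, which does not show that they differ between treatments, since the interaction test gave 2 probes. Cy5 was well above background on all 3 male and 0 female RAR arrays for 76 of the 244. A mislabelled sex is excluded by the sex-linked genes, which were on the side of the label on 24 of 24 arrays. The male and female RAR arrays were spread alike over the slides, so the slide as a block (228 probes) is no test of the slide. The real split gave the most probes, 1 of 10, against at most 17 for the others, and 10 splits alone are too few to exclude chance. The count depends on the female RAR arrays: it was 504 without female RAR replicate 1.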

How the results depend on the processing

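The alternatives that combine the farthest value left out with another choice, and all values for the high dose against the low dose and for the TRP53 target list between male and female RAR, were chosen after the results were seen.

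The TRP53 target list against control kept its direction and its side of the threshold under all 12 alternatives: the median was 1.11 to 1.46 for RAR in females, 1.40 to 1.62 for RAR in males, 0.971 to 1.36 and 1.19 to 1.55 for the high dose, and 0.904 to 1.21 and 0.980 to 1.31 for the low dose. The deposited log2 table gave 244 probes between male and female RAR, 2 with an interaction and 0 of Table 2, as the processed signals did. Of the 2 genes that the paper singles out, Fis1 stayed lower in male than in female RAR under its 10 alternatives (−2.94 to −0.07, adjusted p 7.74e-05 to 0.839), and so did Dlc1 (−2.61 to −0.10, adjusted p 9.80e-06 to 0.726).

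Leaving out the farthest of the 3 values of each probe and group narrows the spread within each group by its construction. It gave 10358 probes between male and female RAR, 2843 in all 4 sex contrasts, 33572 with an interaction, and 17 of the Table 2 probes both between male and female RAR and in all 4 contrasts. In females and males it gave 20107 and 22726 probes for RAR against control, 14660 and 16149 for the high dose, 13691 and 13810 for the low dose, 14325 and 14489 for RAR against the high dose, and 7713 and 10017 for the high against the low dose. Fis1 was at −2.94 and Dlc1 at −2.53 between male and female RAR; against control Fis1 was at 1.97 in females and −1.60 in males, and Dlc1 in males was reversed to 0.30 (adjusted p 0.137, against 0.137 to 0.999 over its alternatives). The TRP53 list for RAR against the high dose in males, with all arrays at 0.144 and past the threshold with an adjusted p of 0.0375 over the comparisons of that list, was at 0.121 and no longer past it. Leaving out a value only where it lay over 1 log2 unit from the others gave 5755, 861 and 9562 probes, with 17 and 14 of the Table 2 probes. For the comparisons of treatments it gave 17512 and 20763, 10843 and 13136, 10132 and 10164, 10830 and 10443, and 3036 and 4596 probes in the same order. Fis1 was at −2.94 and Dlc1 at −2.61 between male and female RAR, Fis1 against control at 1.76 and −1.90, and the TRP53 list for RAR against the high dose in males at 0.144, no longer past the threshold.

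Combined with the rows of Table S1 that were read, the farthest value left out gave 141 probes between male and female RAR, 34 in all 4 contrasts and 607 with an interaction, with 11 and 11 of the Table 2 probes, all that these rows hold. With a log2 fold change over 1.5 as well, it gave 26 probes, 11 in all 4 contrasts, and 11 and 11 of Table 2. Combined with the two-way ANOVA without moderation it gave 32647 probes, and with the main effect of sex 22677. With all arrays, the main effect of sex in place of the interaction gave 394 probes. The rows of Table S1 alone gave 2 probes between male and female RAR and 0 with an interaction, over fewer probes. Adjusted over the 17 probes alone, 9 of Table 2 were called.

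Normexp background correction with loess normalization gave 23 probes with an interaction and 1 of Table 2. In females and males it gave 6740 and 8273 probes for RAR against control, 2701 and 3527 for the high dose and 2919 and 2250 for the low dose. It gave 2520 for RAR against the high dose in females and 13 for the high against the low dose in males. Dlc1 against control was at 0.037 in females (adjusted p 0.803, over a range of 1.19e-06 to 0.803) and reversed to 0.14 in males. This scaling moved the share of probes that were higher: between male and female RAR from 78.3% to 93.3%, for RAR against control from 47.1% to 64.8% in females and from 45.7% to 66.7% in males, for the high dose from 53.7% to 65.3% and from 49.1% to 69.4%, for the low dose from 54.3% to 68.8% and from 48.3% to 70.6%, and for RAR against the high dose from 54.8% to 84.6% and from 52.6% to 82.7%. The cause was not tested.

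Quantile normalization between arrays gave 385 probes between male and female RAR, 1 with an interaction, 1406 for RAR against the high dose in males and 1 for the high against the low dose in females. Fis1 against control in males was at −1.71 (adjusted p 0.0229, over a range of 0.000462 to 0.963) and Dlc1 in females at 1.06 (adjusted p 0.0606). Trp53 between male and female RAR was reversed to 0.20 and the TRP53 target list to −0.0372 (adjusted p 0.384, over a range of 3.08e-09 to 0.384), and the list for RAR against the high dose in males was at 0.114. The cause was not tested.

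The Cy5 channel alone gave 1743 probes between male and female RAR, 2 in all 4 contrasts, 7 with an interaction and 2 of Table 2. It gave 24041 for RAR against control, 7169 for the high dose against control and 11601 for RAR against the high dose in females, and 0 for the high against the low dose in males. The share of probes higher in male than in female RAR fell from 78.3% to 12.9%, and in females the share higher in RAR rose to 69.2% against control and to 85% against the high dose. In this channel the median of all probes was −0.175 between male and female RAR (−0.00865 in the log2 ratios), 0.641 and 0.328 for RAR against control in females and males (−0.0405 and −0.0153) and 0.391 and 0.144 for RAR against the high dose (−0.0314 and −0.0239). Dlc1 between male and female RAR was at −1.73 (adjusted p 0.0424), Dlc1 against control in males was reversed to 0.0442, and Trp53 to 0.0352. The TRP53 list for RAR against the high dose was at 0.112 in females and 0.0885 in males, not past the threshold. The cause was not tested.

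Leaving out probes not well above background in Cy5 left 32727 probes, which do not include the Fis1 and Dlc1 probes of Table 2, and gave 0 probes with an interaction and 0 for the high against the low dose in males. The TRP53 list for RAR against the high dose in males was then at 0.0935. With the slide as a block there were 1 probe with an interaction, 7186 for RAR against control in females, and 1638 and 3907 for the high dose in females and males. Dlc1 against control was at 1.61 in females (adjusted p 0.101) and reversed to 0.16 in males. Trended and robust empirical Bayes called 1 probe of Table 2 and 12 for the high against the low dose in males, and put Fis1 against control in males past the threshold at −1.44 (adjusted p 0.0365). Camera with an estimated correlation no longer called the TRP53 list for RAR against the high dose in males (0.144, adjusted p 0.116, over a range of 0.00358 to 0.354). The cause was not tested.

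A log2 fold change over 1.5, a stricter threshold, gave 2679 and 3979 probes for RAR against control, 813 and 1251 for the high dose, 707 and 696 for the low dose and 782 and 547 for RAR against the high dose. With only the groups compared in the fit, and so fewer arrays, there were 91 probes between male and female RAR, 2673 for the high dose in females, 3250 and 701 for the low dose, 431 and 480 for RAR against the high dose, 0 for the high against the low dose in males, and Dlc1 in females at 1.45 (adjusted p 0.210).

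The replicate number as a block gave 1 probe with an interaction and 1 of Table 2, and 254 probes between male and female RAR. The numbers do not pair the samples: over the 84 pairs of arrays with the same number in different groups, the correlation of deviations from the group mean had a median of −0.000823 (range −0.358 to 0.249, across 30523 probes), against 0.00758 for the 168 pairs with different numbers.

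Leaving out each array in turn left 2 arrays in a group, whose spread is taken from all groups. The counts ranged from 187 (without male RAR replicate 1) to 504 (without female RAR replicate 1) between male and female RAR, from 0 to 4 in all 4 contrasts, from 0 to 7 with an interaction (7 without female RAR replicate 3 and without high-dose male replicate 3), and from 0 to 5 for Table 2 (5 without female RAR replicate 1), with 0 of Table 2 in all 4 contrasts throughout. For females and males they ranged from 10077 to 11436 and 12063 to 13675 for RAR against control, 3209 to 4352 and 4551 to 5715 for the high dose, 3403 to 4695 and 2304 to 4686 for the low dose (2304 without low-dose male replicate 2), 2629 to 4408 and 1895 to 3648 for RAR against the high dose (2629 without high-dose female replicate 3 and 1895 without high-dose male replicate 2), and 0 to 6 and 1 to 30 for the high against the low dose (30 without high-dose male replicate 3). Between male and female RAR, Fis1 ranged from −2.48 to −1.26 and Dlc1 from −2.61 to −1.45, and both passed the threshold only without female RAR replicate 1 (adjusted p 0.0207 and 0.0002). Against control, Fis1 ranged from 0.54 to 1.76 in females and −1.90 to −1.14 in males, and Dlc1 from 1.04 to 2.20 in females and −0.35 to 0.22 in males (above 0 without male control replicate 1). Fis1 passed the threshold in females without female RAR replicate 1 (1.76) and in males without male RAR replicate 3 (−1.90), and Dlc1 in females no longer did without female RAR replicate 2 or 3 or female control replicate 1 or 3 (1.12, 1.04, 1.34 and 1.42). Trp53 ranged from −0.125 to 0.0166 (above 0 without male RAR replicate 1 or female RAR replicate 3). The TRP53 list for RAR against the high dose ranged from 0.0980 to 0.197 in females and 0.0762 to 0.153 in males (no longer past the threshold without high-dose male replicate 3, at 0.121), between male and female RAR from 0.174 to 0.241, and for the high against the low dose from −0.0487 to 0.0101 in females (above 0 without low-dose female replicate 1) and 0.198 to 0.322 in males.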

Differences from the paper's values

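The alternatives that combine leaving out the farthest value with the rows of Table S1, with a log2 fold change over 1.5, with the two-way ANOVA without moderation or with the main effect of sex were chosen after the results were seen.

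The log2 fold change between male and female RAR differs from Table 2 for 12 of the 16 probes compared singly: C6 (the paper's −1.64, here −0.0476), Adipoq (the paper's 2.36, here 1.46), Ndnf (the paper's 2.18, here 1.02), Fis1 (the paper's −2.94, here −1.74), Dapk1 (the paper's 2.18, here 0.97), Pde1a (the paper's −2.24, here −1.20), Scara5 (the paper's −2.91, here −1.66), Prune2 (the paper's −2.17, here −1.25), Loxl4 (the paper's −2.29, here −1.61), Ednrb (the paper's 2.57, here 1.11), Dmbt1 (the paper's 2.78, here 1.81) and Arhgap10 (the paper's −2.49, here −1.50). A log2 fold change is counted as different where it lies further from the paper's than the larger SD of the RAR groups or where one is more than 1.5 times the other, and an adjusted p on the second condition alone. For the other 4, Tnfsf4, Dlx1, Cck and Dlc1, neither holds, and all 16 have the paper's direction. Of the alternatives set before the data were examined, leaving out the farthest value, one reading of the methods' step of ruling out values, leaves 0 of the 16 different, with a largest gap of 0.0054 from the paper's value, and so does leaving out values over 1 log2 unit from the others, another reading of it. The deposited log2 table, the slide block, the replicate block and trended empirical Bayes leave the same 12 different, quantile normalization and the Cy5 channel alone leave all but Dlc1, and normexp with loess leaves all 16. Of the 6 probes that stay in when dim probes are left out, all but Tnfsf4 and Cck differ.

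The adjusted p between male and female RAR differs for all 16: C6 (the paper's 9.89E-03, here 0.987), Adipoq (the paper's 2.51E-03, here 0.381), Tnfsf4 (the paper's 1.67E-04, here 0.108), Ndnf (the paper's 2.20E-04, here 0.57), Dlx1 (the paper's 1.50E-04, here 0.118), Fis1 (the paper's 1.06E-04, here 0.222), Dapk1 (the paper's 9.38E-04, here 0.542), Pde1a (the paper's 2.46E-04, here 0.441), Cck (the paper's 2.67E-04, here 0.31), Scara5 (the paper's 1.72E-04, here 0.323), Prune2 (the paper's 2.67E-04, here 0.382), Loxl4 (the paper's 4.37E-05, here 0.0572), Ednrb (the paper's 4.02E-04, here 0.773), Dmbt1 (the paper's 2.61E-05, here 0.296), Arhgap10 (the paper's 2.54E-04, here 0.286) and Dlc1 (the paper's 2.02E-05, here 0.0905). With the farthest value left out, 12 of the 16 no longer differ, all but Adipoq, Loxl4, Dmbt1 and Dlc1. With values over 1 log2 unit from the others left out, Arhgap10 and Dlc1 no longer differ. Under the other alternatives set before the data were examined, which are normexp with loess, quantile normalization, the Cy5 channel alone, the deposited log2 table, dim probes left out, the slide block, the replicate block and trended empirical Bayes, all probes tested differ.

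The adjusted p of the two-way ANOVA differs for all 16 from that of the interaction here: C6 (the paper's 2.75E-02, here 0.958), Adipoq (the paper's 3.76E-03, here 0.902), Tnfsf4 (the paper's 2.61E-03, here 0.72), Ndnf (the paper's 2.06E-03, here 0.847), Dlx1 (the paper's 4.61E-03, here 0.767), Fis1 (the paper's 9.86E-04, here 0.744), Dapk1 (the paper's 7.94E-03, here 0.857), Pde1a (the paper's 3.24E-03, here 0.911), Cck (the paper's 2.45E-03, here 0.82), Scara5 (the paper's 3.91E-03, here 0.776), Prune2 (the paper's 6.68E-03, here 0.91), Loxl4 (the paper's 3.99E-04, here 0.668), Ednrb (the paper's 1.69E-02, here 0.929), Dmbt1 (the paper's 2.46E-03, here 0.767), Arhgap10 (the paper's 3.04E-03, here 0.775) and Dlc1 (the paper's 4.49E-04, here 0.717). With values over 1 log2 unit from the others left out, 6 no longer differ: C6, Fis1, Cck, Scara5, Prune2 and Ednrb. Under the other alternatives set before the data were examined all 16 differ, or all 6 tested where dim probes are left out; these include the farthest value left out with limma, the two-way ANOVA without moderation, the main effect of sex, normexp with loess, quantile normalization, the Cy5 channel alone, the deposited log2 table, the slide block, the replicate block and trended empirical Bayes. With the farthest value left out and the two-way ANOVA without moderation, a setting chosen after seeing the values, 15 of the 16 no longer differ, all but Dmbt1. With the farthest value left out and the main effect of sex, also chosen after seeing the values, Tnfsf4 no longer differs.

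Between RAR and control, the log2 fold change of Fis1 in females is the paper's 1.97 and here, as a difference of log2 ratios mostly near the Cy5 background, 1.02, and its adjusted p the paper's 0.0004 and here 0.203. The adjusted p of Fis1 in males is the paper's 0.001 and here 0.0567. For Dlc1 in females the log2 fold change is the paper's 2.35 and here, as such a difference, 1.45, and the adjusted p the paper's 0.00001 and here 0.0198. Of the alternatives set before the data were examined, the log2 fold changes of Fis1 and Dlc1 in females no longer differ with the farthest value left out, with values over 1 log2 unit from the others left out, with the slide as a block and without female RAR replicate 1, and that of Dlc1 also without female control replicate 2. They differ under the other alternatives: normexp with loess, quantile normalization, the Cy5 channel alone, the deposited log2 table, the replicate block, trended empirical Bayes, only the groups compared in the fit, and leaving out any other of the female arrays. The 3 adjusted p differ under all of these. Fis1 passes the threshold in females with the farthest value left out, with values over 1 log2 unit from the others left out and without female RAR replicate 1. In males it does so under the first 2 of these, with quantile normalization, with trended empirical Bayes and without male RAR replicate 3.

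The paper counts 17 genes different between male and female RAR, 10 lower and 7 higher in males, and here the counts with limma are 0, 0 and 0, while 11 of the 17 have an unadjusted p under 0.05. Of the alternatives set before the data were examined, leaving out the farthest value and leaving out values over 1 log2 unit from the others give 17, 10 and 7. The following also call some of the 17 but still differ from the paper: the adjustment over these probes alone (9), the Cy5 channel alone (2), normexp with loess (1), the replicate block (1), trended empirical Bayes (1), and leaving out female RAR replicate 1 (5), female RAR replicate 2 (1), male RAR replicate 1 (1) or male RAR replicate 3 (1). Quantile normalization, the deposited log2 table, dim probes left out, the slide block, a log2 fold change over 1.5, only the groups compared in the fit, the rows of Table S1 and leaving out female RAR replicate 3 or male RAR replicate 2 give 0. The farthest value left out together with the rows of Table S1, and also with a log2 fold change over 1.5, both chosen after seeing the values, calls 11 of the 11 that these rows hold, 5 higher and 6 lower; its count of higher genes no longer differs from the paper's, and its other counts do.

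The paper states that all 17 genes passed both the test in RAR and the two-way ANOVA. The interaction test here calls 0 of the 17 with all arrays (4 at an unadjusted p under 0.05), 17 with the farthest value left out and limma, and 14 of them are past the threshold in all 4 sex contrasts with values over 1 log2 unit from the others left out. The footnote of Table 2 gives the second adjusted p as a test of males against females whatever the treatment, while the Results describe it as an interaction, so both were run.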

Other observations

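The slide tests of RAR against control, all tests of the high dose against the low dose, and the splits and the slide test of the TRP53 target list between male and female RAR were chosen after the results were seen.

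Leaving out, for each probe and group, the value farthest from the mean of the 3 gave 2843 probes in all 4 sex contrasts and 17 of the 17 of Table 2. The hypothesis that the rule itself makes such calls, because it lowers the spread between arrays, was tested by random splits of the 6 arrays of each treatment into groups of 3. Most drawn splits mixed the sexes in every treatment, and some kept them apart in 1. Under the rule, the 99 drawn splits gave a median of 2922 probes in all 4 contrasts (range 2289 to 4075), against a median of 0 and at most 1 with all arrays. In 57 of 100 splits, the real one included, the count was as large as the real one, so chance cannot be excluded for the count of 2843. The median count with an interaction was 31247 under the rule and 0 with all arrays. In simulated data with no changed probe, the rule gave 9529 probes between male and female RAR, 2202 in all 4 contrasts and 33890 with an interaction, against 0, 0 and 0 without it. The Table 2 probes were chosen on these arrays, so their number under the rule is not an independent test. The drawn splits had a median of 5 of them and at most 15 in all 4 contrasts. The splits with 15 kept the sexes apart in 1 treatment, and those that mixed them in every treatment gave at most 10. With all arrays, the real split and all drawn ones gave as many of the Table 2 probes in all 4 contrasts, 100 of 100, and as many probes in all 4 contrasts, 100 of 100, since the real counts were 0. These values argue against reading the counts under the rule as sex differences in RAR. A difference between the sexes in single genes stays open.

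For the 17 probes of Table 2 the value that the rule left out in female RAR was that of replicate 1 for 10, replicate 2 for 6 and replicate 3 for 1. In male RAR it was replicate 1 for 4, replicate 2 for 5 and replicate 3 for 8. No split of the RAR arrays could separate the count of Table 2 probes with all arrays from chance, since it was 0 and each of the 10 splits, 10 of 10, gave as many.

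Fis1 and Dlc1 were lower in male than in female RAR, and their Cy5 was close to background. The hypothesis that dim Cy5 signals lie higher over the reference in female RAR in general was tested on 278 probes with Cy3 well above background on all 6 RAR arrays and Cy5 on 0 male ones. Their median male minus female difference was −0.764, but the choice of probes asks for dim Cy5 in males and not in females, which by itself favours lower values in males, so the test decides nothing. The Fis1 and Dlc1 probes are also not among these probes, since their Cy3 was well above background on 2 of the 3 female RAR arrays. On female RAR replicate 3 the lowest processed Cy5 signal was 18.4, against 7.54 and 7.32 on replicates 1 and 2. Ddx3y and Eif2s3y, well above background in Cy5 on 0 female RAR arrays, were at −3.84 and −3.6 there. They were at −6.74 to −5.66 on replicates 1 and 2. These values argue for a raised floor on replicate 3, which gave the highest Fis1 and Dlc1 values (−1.88 and −2.22). On replicate 2, with Cy5 well above background, these were −2.32 and −2.39. A general shift of dim signals and a sex difference in RAR, which the design names, both stay open.

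Adipoq was higher in male than in female RAR, at 1.46. RNA of adipose tissue in the male samples was tested with the list of adipocyte markers, whose median difference was 0.0428, with 7 of 12 genes higher and 6 of 12 measured (camera adjusted p 0.117, fry 0.365, estimated correlation 0.614). Its direction was lower in the Cy5 channel alone (−0.00424). A median near 0 over genes that go both ways does not decide, so such RNA and a sex difference in RAR both stay open.

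Between RAR and control, 11403 probes changed in females (5368 higher, 6035 lower) and 13688 in males (6251 higher, 7437 lower). Normexp with loess put more probes higher than lower in both sexes, and so did the Cy5 channel alone, which reversed the balance in males to 8625 higher and 7656 lower. The largest rises were those of Hcar2 in females (7.88, adjusted p 7.60e-09, at least 65-fold) and Ccl7 in males (7.77, adjusted p 2.63e-12), and among the largest falls were those of Psmb11 in females (−4.03, adjusted p 0.00012, with Cy5 well above background on 1 of the 3 RAR arrays) and Slco2b1 in males (at least 4.14-fold, adjusted p 3.46e-08, with Cy5 well above background on 0 RAR arrays). The slide as the whole cause is argued against by the fits with the slide as a block, which left 7186 and 10393 probes. The real split had the largest count in both sexes, 1 of 10, where the other splits gave at most 3 probes in females and 2 in males; 10 splits alone are too few to exclude chance. A shift in the share of cell types stays open, as does the irradiation.

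The list of TRP53 targets was higher in RAR than in control, with a median of 1.29 in females (21 of 24 genes higher, camera adjusted p 3.82e-16, fry 7.80e-17, estimated correlation 0.000133) and 1.55 in males (23 of 24, 3.38e-16, 1.65e-17 and 0.000133). At the high dose it was 1.06 in females (21 of 24, 9.64e-26, 1.25e-16 and 1.11e-05) and 1.31 in males (21 of 24, 3.67e-25, 2.23e-17 and 1.11e-05). In RAR against the high dose it was 0.140 in females and 0.144 in males, with 14 of 24 genes higher in both. Camera called the female value only (adjusted p 0.0237 and 0.106), fry both (0.00341 and 0.0159) and the estimated correlation neither (0.286 and 0.469). These adjusted p cover all lists; over the comparisons of this list alone, camera gave 0.0065 in females and 0.0375 in males. For each of these comparisons the real split had the largest median, 1 of 10, and 10 splits alone are too few to exclude chance.

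Between male and female RAR the TRP53 list had a median difference of 0.227, with 18 of 24 genes higher in males (camera adjusted p 4.58e-06, fry 0.000136, estimated correlation 0.0148), and quantile normalization reversed it to −0.0372. The sex difference of the list in RAR exceeded that in control by 0.208 and that at the low dose by 0.277 (camera adjusted p 4.03e-06 and 6.99e-05), and lay −0.0245 from that at the high dose (0.484). Male and female RAR each had 2 arrays on the first slide and 1 on the second, so the slide as a block could not move this median (0.227) and is no test of the slide. The real split had the largest median, 1 of 10, which is too few splits to exclude chance, and the scaling stays open as a candidate explanation because quantile normalization reversed the direction.

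Between the high dose and the low dose 0 probes passed the threshold in females and 1 in males with limma, while 2639 (4.74%) and 4092 (7.35%) had an unadjusted p under 0.05. With as many arrays the low dose against control gave 4881 and 3701 probes, which shows that large changes are seen at this number of arrays and does not test small ones, so too few arrays for a small difference between the doses stays open. The slide as a block gave 0 and 1. In females the real count was 0, so all 10 of 10 splits gave as many by construction and decide nothing. In males 3 of 10 splits gave as many probes as the real one, so chance cannot be excluded. The TRP53 list differed by −0.0186 in females (camera adjusted p 0.558). There 9 of 10 splits gave a median as far from 0, so chance cannot be excluded in females. In males the list differed by 0.240, with 19 of 24 genes higher (adjusted p 1.39e-09 with camera, 2.87e-05 with fry, 0.00198 at an estimated correlation). It kept its side of the threshold under all 12 alternatives, with a median of 0.171 to 0.276. Only the real split was as far from 0, 1 of 10. That is the smallest share that 3 arrays against 3 can give, so these splits alone cannot exclude chance. In males the count was 13 with normexp and loess, 12 with trended empirical Bayes and 30 without high-dose male replicate 3. An exchange of samples between the doses, or a response that depends little on the dose, was not tested.

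Hprt and Ppia, the genes used in the paper as references for RT-PCR, were lower than in control on these arrays. Hprt was at −0.86 and −0.90 in RAR (females, males), −0.88 and −0.83 at the high dose and −0.77 and −0.75 at the low dose. Ppia was at −0.85 and −0.82, −0.69 and −0.64, and −0.61 and −0.57, with limma adjusted p of 0.000516 or lower for both genes. The direction was the same under normexp with loess, quantile normalization and the Cy5 channel alone, where the low-dose value of Ppia in males was −0.25 (adjusted p 0.132). No explanation was tested. The 2 probes of Mapk14 were at 0.02 and −0.14 between male and female RAR (adjusted p 0.961 and 0.864).

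The other lists had these medians between male and female RAR. The sex-linked genes were at 1.19 (5 of 8 higher, camera adjusted p 0.000596), the stroma markers at 0.299 (9 of 10, 0.00924), the epithelium markers at 0.3 (10 of 11, 0.0422), the erythroid markers at 0.527 (6 of 7, 0.00678) and the myeloid markers at 0.271 (10 of 12, 0.00257). The proliferation markers were at −0.284 (12 of 12 lower, 6.99e-05). With an estimated correlation, the adjusted p was under 0.05 for the sex-linked genes (0.0361) and not for the other 5 (0.412, 0.488, 0.175, 0.469 and 0.495). None of these 6 directions was reversed by normexp with loess, quantile normalization or the Cy5 channel alone. Quantile normalization brought 3 of them near 0: myeloid 0.042 (6 of 12 higher), erythroid 0.0354 (5 of 7 higher) and proliferation −0.0583 (9 of 12 lower). The Cy5 channel alone brought the epithelium markers near 0 (0.0548, 6 of 11 higher). The double-positive thymocyte markers were at 0.0853 (8 of 11 higher, 0.383), reversed by normexp with loess (−0.033), quantile normalization (−0.492) and the Cy5 channel alone (−0.227). The mature T cell markers were at 0.0401 (4 of 8 higher, 0.713), reversed by quantile normalization (−0.429). The B cell markers were at 0.170 (4 of 7 higher, 0.967), reversed by normexp with loess (−0.0588) and the Cy5 channel alone (−0.126). The genes that the paper measured by RT-PCR or blots were at −0.0402 (4 of 6 lower, 0.563), reversed by normexp with loess (0.0279).

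In RAR against control the myeloid markers were higher, at 1.44 in females and 1.86 in males, with 11 of 12 genes higher in both (camera adjusted p 1.98e-06 and 3.40e-08, fry 1.01e-07 and 2.14e-09, estimated correlation 0.235 and 0.139). In RAR against the high dose they were at 0.914 and 0.835, with 12 of 12 higher, and the proliferation markers at −0.643 and −0.799, with 12 of 12 lower (camera adjusted p 2.31e-06 and 9.65e-09). Normexp with loess, quantile normalization and the Cy5 channel alone reversed none of these. The adipocyte markers were lower in RAR than in control, at −1.1 in females and −1.16 in males, with 9 of 12 lower in both. Camera gave them an adjusted p of 0.772 and 0.825, and fry 0.389 and 0.391. The Cy5 channel alone put them at 0.0386 in females. The B cell markers were at −0.732 and −0.893, with 5 of 7 lower in both. Their adjusted p was 0.558 and 0.575 with camera and 0.00231 and 0.000717 with fry. The mature T cell markers went the other way, at 0.414 and 0.572. Whether a change in the share of cells is behind these values was not tested, so changes of single genes cannot be assigned to thymocytes alone.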
